A study of Homo sapiens with 5 samples. Its data were reported in "NOTCH1 signaling is dysregulated by loss of the deubiquitinase USP28 with del(11q), uncovering USP28 inhibition as novel therapeutic target in CLL" (2025).

How the data were processed

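The series comprised 5 libraries from HG3, an established cell line derived from chronic lymphocytic leukemia (CLL), a leukemia of B cells. RBPJ, the DNA-binding protein through which NOTCH1 acts on its target genes, was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-Seq) in 2 replicates, with 1 input library of chromatin that was not immunoprecipitated. H3K27ac, a histone mark of active chromatin, was profiled by CUT&Tag in 2 further libraries. The H3K27ac libraries and the input were not analysed here as libraries of their own. The input entered through the authors' peak calling. All groups and replicate numbers were taken from the sample labels.

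The authors trimmed reads with TrimGalore v0.6.5, aligned them to the human genome build hg19 with HISAT2 v2.2.1 with splicing switched off, removed PCR duplicates with Picard and called peaks with MACS2 v2.2.7.1 at a q-value under 0.01 against the input. Chromatin of Drosophila was added before the immunoprecipitation, and no spike-in scaling was applied here. Peaks were called on each replicate on its own, which allows the replicates to be compared by overlap. Each deposited list gives the interval of a peak, its summit, a fold enrichment, which is a ratio of the ChIP pileup to the local background at the summit, the −log10 of its p-value and q-value, and a score. The deposited score is the −log10 q-value multiplied by 10 and was not used. These values belong to the peaks as the authors' peak caller gave them. They served to describe, rank and filter peaks, and the scale of fold enrichment is not shared exactly between the lists. The authors' final set was further restricted to peaks outside a list of artefact regions. That list was not used here. One alternative left out all peaks within 50 kb of the strongest 0.1% of peaks in either replicate instead.

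Peaks of both replicates counted as shared when they overlapped by at least 1 bp, and overlapping peaks of both lists were joined into 1 shared region (Python 3.11.15, numpy 2.4.6, pandas 2.3.3; counts checked with bedtools v2.31.1). A shared region was represented by the peak of highest fold enrichment in each replicate, and its summit was that of the replicate with the higher value. Shares are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only. Chance overlap was measured by shifting all replicate 2 peaks around each chromosome by a random offset, in 1000 placements with a fixed seed, as a one-sided test. Fold enrichments were compared by Spearman's rho and by Pearson's r of log2 values across shared regions, and medians of shared and unshared peaks by their ratio, with two-sided permutation tests of 100000 resamples (scipy 1.17.1). Regions and peaks of 1 library are not independent replicates, and these p-values describe the lists.

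The build hg19 is GRCh37, whose primary assembly served for sequence (pysam 0.24.0), and GENCODE release 44 mapped to GRCh37 served for annotation. All coordinates are 1-based on GRCh37. The RBPJ motif YGTGGGAA, where Y is C or T, was searched on both strands in windows of 101 bp centred on summits, and in windows of the same size centred 500 bp to either side as background. Windows were compared with Fisher's exact test (two-sided), with odds ratios and Woolf 95% intervals. A list of 17 sequences, among them alternatives to the RBPJ motif, was scanned in the same way with Benjamini-Hochberg adjustment over the list. A summit within 1 kb of the start site of a protein-coding transcript was called promoter, and the remaining summits were called exonic, intronic or intergenic by protein-coding genes. A gene was assigned a shared region when a summit lay within it or within 10 kb of either end. Gene lists were compared with 10000 random lists of protein-coding genes drawn from the same deciles of gene length. The 15 genes the study named and 12 canonical NOTCH target genes all had an annotated counterpart, KIAA1211L under its current symbol CRACDL (symbol table of assembly GRCh38.p14, used for names alone).

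Peak lists carry no read totals. MACS2 derives fold enrichment as (pileup + 1) / (background + 1) and the p-value from a Poisson distribution, so the summit pileup in whole reads and the local background were solved for each peak, which succeeded for 100% of peaks in both replicates. The lowest background and the scaling factor then give the relative depth of the libraries. The code was tested on simulated data. The overlap code recovered 99.94% of pairs planted among 20344 peaks, the motif search recovered 100% of motifs planted in a set of 2000 windows, and the solver recovered 100% of 2000 drawn pileups. The 15266 peaks of replicate 2, shifted by a random offset on each chromosome, gave 0.87 times the chance overlap. This list was drawn in the same way as the random placements, so a ratio near 1 was set in advance and checks the code alone.

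The tests, the gene lists, the motif list and 91 alternatives were fixed before the data were examined. The alternatives covered the q-value threshold, the overlap that counts as shared, list length, peaks of extreme enrichment, motif, window, flanks, promoter distance, gene assignment and leaving out each replicate. The breakdowns by decile, the count of strong peaks without overlap, the comparison of odds ratios between replicates, the annotation of unshared peaks and the search of all sequences of 8 bases were not among them and were added later. A further alternative, shifts of 10 to 100 kb for chance overlap, was chosen after seeing the data. The regions named were the 5 shared regions ranked by the lower of the 2 fold enrichments, 1 per gene or 1 Mb, the best region of each listed gene, with values for at most 5 genes per list, and the 2 strongest peaks of each replicate without overlap. The region of 1 listed gene that met this rule is not reported here. Figures were drawn with matplotlib 3.10.9.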

Results

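RBPJ occupancy was measured by ChIP-Seq in the CLL cell line HG3 in 2 replicates, to locate the sites that RBPJ binds. RBPJ alone was precipitated, so the peaks do not show whether NOTCH1 was present at a site. The peak list of replicate 1 held 20344 peaks and that of replicate 2 held 15266 peaks, a mean of 17805 ± 3591 (SD, n = 2). Peaks lay on 24 chromosomes in each list, and all lay on chromosomes 1 to 22, X or Y. Median peak width was 395 bp in replicate 1 and 385 bp in replicate 2. The peaks covered 11.0 Mb and 8.10 Mb, respectively. Median fold enrichment over the local background was 7.07 in replicate 1 and 7.24 in replicate 2, and the highest values were 107 and 124. Raising the −log10 q-value threshold to 10 shortened the lists most, to 12489 and 9486 peaks.

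The depth of the libraries was inferred from the lists, because peak lists hold no read totals. The lowest local background at a summit was 1.17 times as high in replicate 1 as in replicate 2. Together with the scaling factors, the ChIP library of replicate 1 held 1.06 times and that of replicate 2 held 0.855 times the reads of the input. Replicate 1 was therefore 1.24 times as deep as replicate 2. Under an assumed genome size of 2.7 Gb the lowest backgrounds correspond to ChIP libraries of 31.6 M and 25.4 M reads. The median summit pileup was 29 reads in replicate 1 and 25 reads in replicate 2, and the weakest peaks rested on 11 and 10 reads.

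To determine how far the replicates identified the same binding sites, the 2 lists were intersected. In replicate 1, 13079 peaks overlapped a replicate 2 peak, which was 64.3% of the list (95% CI 63.6 to 64.9). In replicate 2, 13347 peaks overlapped a replicate 1 peak, which was 87.4% (95% CI 86.9 to 88.0). Joined together, these peaks formed 12900 shared regions with a median width of 559 bp, while 7265 peaks of replicate 1 and 1919 peaks of replicate 2 remained without a counterpart. Shortening the longer list to the length of the shorter moved the share of replicate 1 most, to 75.6%. Requiring summits at most 100 bp apart moved that of replicate 2 most, to 73.4%. Random placement of replicate 2 gave a mean of 112 overlapping replicate 1 peaks (range 69 to 299 over 1000 placements). The observed overlap was 116 times that mean (one-sided permutation p over placements = 0.001, the smallest that 1000 placements can give). Shifts of only 10 to 100 kb, chosen after seeing the data, gave a mean of 450 overlapping peaks and lowered the ratio to 29.0.

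Fold enrichment was compared between the replicates across the 12900 shared regions. Spearman's rho was 0.835 and Pearson's r of log2 fold enrichment was 0.894 (two-sided permutation p = 1e-05 for both, the smallest that 100000 resamples can give). Both lists were called against the same input, and the local background itself correlated between them with a rho of 0.820. Shuffling the replicate 2 pileups over regions while keeping every background, a test added after the data were seen, gave a mean rho of 0.0413 (range 0.00864 to 0.0656 over 1000 shuffles; one-sided permutation p = 0.001, the smallest possible). Regions are not independent replicates, and regions missed in one list do not enter these correlations. The alternative that moved rho most, a reciprocal overlap of 50%, gave 0.850. Summits of the replicates lay a median of 32 bp apart (interquartile range 14 to 64), and 86.2% of the regions had summits within 100 bp (95% CI 85.6 to 86.8). After random placement, the median distance between summits of overlapping peaks was 275 bp.

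**Figure D1:**
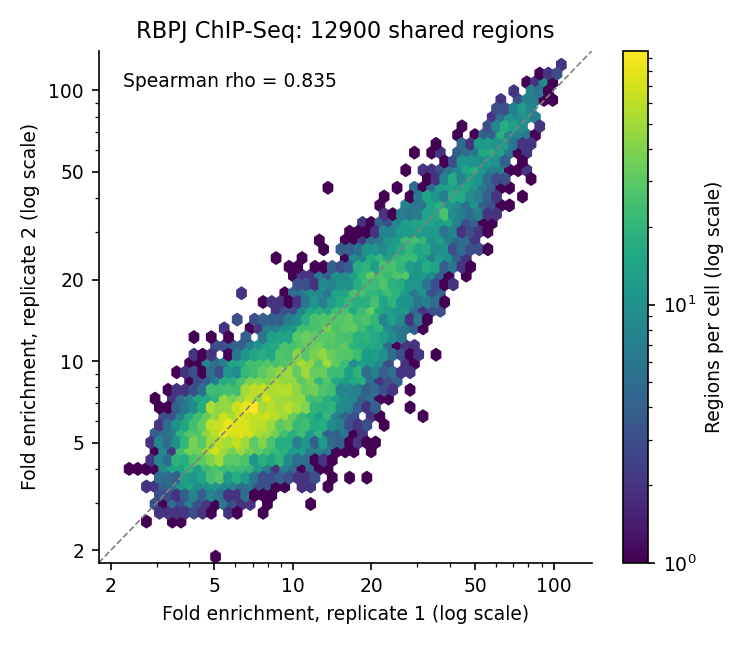
Fold enrichment of 12900 shared regions in replicate 1 (x axis) and replicate 2 (y axis), both on log scales, with colour giving the number of regions per cell and the dashed line marking equal values. The values rise together with a Spearman's rho of 0.835, and the strongest regions, above 100 in both replicates, lie close to the line.

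Peaks found in both replicates were stronger than those found in 1. In replicate 1, median fold enrichment was 9.60 in overlapping peaks and 5.31 in the others, a ratio of 1.81. In replicate 2, the medians were 7.96 and 4.86, a ratio of 1.64. The mean ratio was 1.72 ± 0.123 (SD, n = 2). Within each list the difference in median log2 fold enrichment had a two-sided permutation p of 1e-05, the smallest possible. The use of −log10 q-values in place of fold enrichment moved the mean ratio most, to 2.99. Ranked into deciles by fold enrichment, 31.5% of the weakest replicate 1 peaks overlapped replicate 2 (95% CI 29.5 to 33.6), and 60.8% of the weakest replicate 2 peaks overlapped replicate 1 (95% CI 58.3 to 63.2). In the strongest decile, the share was 100% in both lists, with lower confidence limits of 99.8% in each. The share was lower in replicate 1 in every decile below the strongest. The gap was widest in the fourth decile, where 44.9% of replicate 1 peaks and 83.0% of replicate 2 peaks had a counterpart. Among replicate 1 peaks with a fold enrichment of 10 or more, 264 of 6529 (4.04%; 95% CI 3.58 to 4.55) had none. Among such replicate 2 peaks, 4 of 5034 (0.0795%; 95% CI 0.0217 to 0.203) had none.

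**Figure D2:**
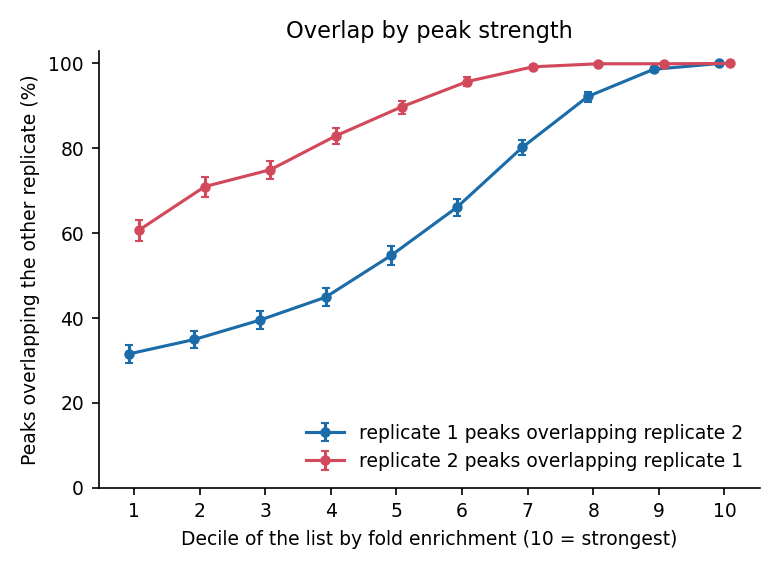
Share of peaks (%) that overlap the other replicate, by decile of each list ranked by fold enrichment, with exact 95% confidence intervals. The share rises from 31.5% to 100% in replicate 1 (blue) and from 60.8% to 100% in replicate 2 (red).

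The strongest shared region lay on chromosome 5 from 35301659 to 35303910, between genes and 72247 bp from the nearest start site, that of PRLR. Its fold enrichment was 107 in replicate 1 and 124 in replicate 2. The next region, on chromosome 1 from 111761070 to 111766312, had its summit in an intron of CHI3L2 and reached 106 and 120. An intergenic region on chromosome 13 from 40632838 to 40635187 reached 104 and 118, with the nearest start site, that of COG6, 372945 bp away. A region on chromosome 8 from 1527765 to 1529567 in an intron of DLGAP2 reached 102 and 115. It contained 2 RBPJ motifs, and the one nearest the summit, CGTGGGAA, lay on the plus strand from 1528726 to 1528733. The fifth, an intergenic region on chromosome 6 from 137423223 to 137425212 with IL20RA as the gene of the nearest start site, reached 102 and 116. None of these regions had the motif YGTGGGAA within 50 bp of its summit. The strongest region had 1 such motif 107 bp from its summit, and the CHI3L2 region had 1 at 1610 bp. Both also had the shorter sequence TGGGAA close to the summit, on the minus strand. The regions on chromosomes 13 and 6 had 0 motifs. The strongest replicate 1 peak without a counterpart lay in an intron of NFKB1 on chromosome 4 from 103507161 to 103507997, with a fold enrichment of 23.8. Its summit sequence, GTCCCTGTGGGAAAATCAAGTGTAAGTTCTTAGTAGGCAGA (103507557 to 103507597, plus strand), contained the RBPJ motif TGTGGGAA, and the nearest replicate 2 peak was 21346 bp away. The second, an intergenic peak on chromosome 10 from 116185613 to 116186149, had a fold enrichment of 19.4 and no motif. In replicate 2, the strongest peaks without a counterpart lay in an intron of PRICKLE2 on chromosome 3 from 64381290 to 64381603 and between genes on chromosome 15 from 70554848 to 70555163. Their fold enrichments were 14.9 and 11.1, and neither contained the motif.

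Next, the RBPJ binding motif was searched at the summits in the form YGTGGGAA, to examine how many regions carry this sequence. Related forms were not counted, so the share is not that of every sequence RBPJ may recognise. Of the 12900 shared regions, 941 (7.29%; 95% CI 6.85 to 7.76) had the motif YGTGGGAA within 50 bp of the summit. In the flanking windows the share was 0.822% (212 of 25800; 95% CI 0.715 to 0.940). The odds ratio was 9.50 (95% CI 8.17 to 11.0; Fisher's exact test, two-sided, p = 1.18e-257). Searching the shorter core TGGGAA moved the odds ratio most, to 3.45, with 24.9% of summits and 8.78% of flanks containing it. The reversed sequence AAGGGTGY, a control of the same composition, occurred at 0.566% of summits. The motif share increased with the strength of the region, from 3.72% in the weakest decile (95% CI 2.76 to 4.90) to 14.7% in the strongest decile (95% CI 12.8 to 16.8), ranked by the lower of the 2 fold enrichments.

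The motif was then compared between peaks with and without a counterpart. Over both lists it occurred in 6.95% of overlapping peaks and in 5.27% of the others, an odds ratio of 1.34. Most shared regions enter this value once from each list, so its interval and p-value are not given. With each shared region entered once, which was added after the data were seen, the odds ratio was 1.41 (95% CI 1.26 to 1.58; Fisher's exact test, two-sided, p = 1.29e-09). None of these odds ratios was adjusted for peak strength, and shared peaks were the stronger ones. The odds ratio differed between the replicates. In replicate 1 the shares were 7.35% and 6.28%, an odds ratio of 1.18 (95% CI 1.06 to 1.33; Fisher's exact p = 0.00404). In replicate 2 they were 6.56% and 1.46%, an odds ratio of 4.74 (95% CI 3.25 to 6.93; Fisher's exact p = 1.44e-24). The odds ratio of replicate 2 was 4.01 times that of replicate 1 (Woolf chi-squared test of equal odds ratios, added after the data were seen, two-sided p = 6.88e-12). The test treats both odds ratios as independent, although most shared regions enter both, so its p-value is approximate.

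**Figure D3:**
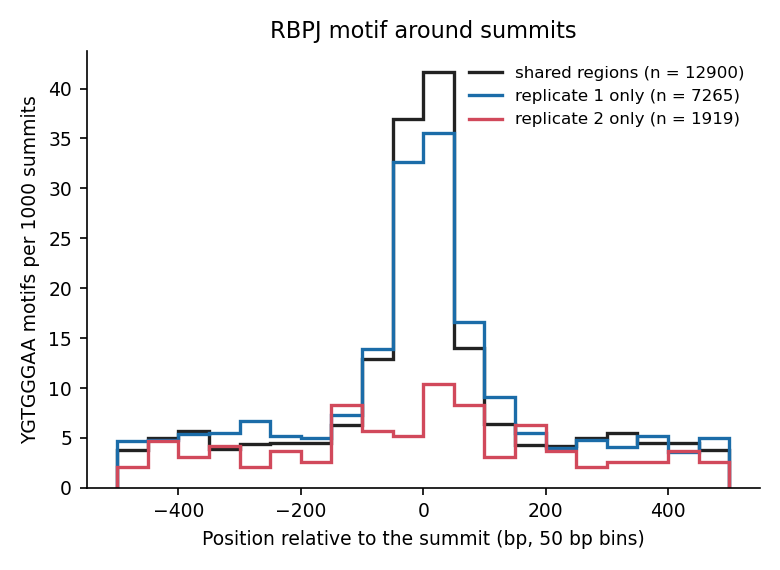
Number of YGTGGGAA motifs per 1000 summits (y axis) in bins of 50 bp around the summit (x axis, bp), for shared regions (black), peaks of replicate 1 only (blue) and peaks of replicate 2 only (red). In the bin just after the summit the number is 41.7 in shared regions, 35.5 in replicate 1 only and 10.4 in replicate 2 only.

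Of the 17 sequences scanned, 13 were more frequent at the summits of shared regions than in flanks at an adjusted p under 0.05, 0 were less frequent and 4 did not differ. The EBF sequence TCCCNNGGGA had the highest odds ratio (13.7; 95% CI 10.4 to 17.9; Benjamini-Hochberg adjusted Fisher's exact p = 2.90e-126) and occurred at 3.09% of summits. The AP-1 sequence TGASTCA occurred at 6.83% and the NF-kB sequence GGGRNWYYCC at 6.13% of summits, with odds ratios of 4.37 and 4.94. The RUNX sequence TGTGGTT had an odds ratio of 3.14. The CTCF sequence CCASYAGRKGGC occurred at 0.0775% of summits and 0.0581% of flanks and did not differ (adjusted Fisher's exact p = 0.526).

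With respect to gene annotation, 2531 shared regions (19.6%; 95% CI 18.9 to 20.3) had a summit within 1 kb of a start site. Random placement gave a mean of 4.48% (range 3.72 to 5.28), so the observed share was 4.38 times higher (one-sided permutation p over placements = 0.001, the smallest possible). Introns held 38.7% of summits, close to the 37.1% of random placement. Intergenic sequence held 39.6%, compared to 55.9% at random. A promoter distance of 2.5 kb raised the share most, to 26.4%, which was 2.83 times that of random placement. Peaks of replicate 1 without a counterpart were in promoters in 18.9% of cases (95% CI 18.0 to 19.8), whereas for replicate 2 the share was 48.1% (95% CI 45.8 to 50.4).

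The study named 15 NOTCH1 target genes whose expression changed upon NOTCH1 inhibition or loss of 1 copy of USP28. Of these, 13 had a shared region within the gene or 10 kb around it, compared to a mean of 5.51 genes in random lists matched on gene length (one-sided permutation p over lists = 1e-04, the smallest that 10000 lists can give). The study chose these genes on the same RBPJ peaks, so that the count is not independent evidence. Restricting assignment to 5 kb around start sites changed the count most, to 7 genes. The exceptions were APH1B, with 0 peaks in either list, and KIAA1211L (CRACDL), with 3 peaks in replicate 1 and 0 in replicate 2. The strongest region belonged to EHBP1 (ENSG00000115504), in an intron on chromosome 2 from 62963918 to 62965062, with fold enrichments of 51.0 and 42.1. The motif TGTGGGAA lay 78 bp from its summit, on the minus strand from 62964600 to 62964607. IRF8 (ENSG00000140968) had its strongest region in an intron on chromosome 16 from 85935961 to 85937726, 649 bp from a start site, with fold enrichments of 26.4 and 38.2. Upstream of PRRX1 (ENSG00000116132), a region on chromosome 1 from 170626534 to 170627013 reached 40.9 and 22.6. The region 280 bp from the start site of CCL3 (ENSG00000277632), on chromosome 17 from 34416965 to 34418205, reached 24.5 and 19.0 and had the motif TGTGGGAA on the minus strand from 34417825 to 34417832. CCL3 and CCL4 lie in a cluster with similar gene copies, and how reads shared with such copies were placed was not examined. In the remaining genes with a region, the lower fold enrichment of the best region was 5.89 or more. The motif lay within 50 bp of the summit of the best region in 1 of the 13 genes.

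A list of 12 canonical NOTCH target genes, fixed without reference to these peaks, served for comparison. It includes FYN, ZMIZ1 and NRARP, which the paper names as NOTCH1 targets already established in CLL. In this list 10 genes had a shared region, compared to a mean of 2.85 in random lists matched on gene length (one-sided permutation p over lists = 0.0002). The count was 7 when the summit had to lie in the gene itself. The random lists were not matched on expression. HEYL had 0 peaks in either list, and HES4 had 1 peak in replicate 1 and 0 in replicate 2. FYN (ENSG00000010810) had 11 shared regions, the strongest in an intron on chromosome 6 from 112062214 to 112063824, with fold enrichments of 83.4 and 98.2. At DTX1 (ENSG00000135144), an intronic region on chromosome 12 from 113526929 to 113527883 reached 79.0 and 68.4. Its summit lay 232 bp from a start site of the gene. Its summit sequence, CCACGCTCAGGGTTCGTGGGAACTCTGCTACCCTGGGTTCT (113527419 to 113527459, plus strand), contained CGTGGGAA with its centre 2 bp from the summit. ZMIZ1 (ENSG00000108175) reached 38.8 and 33.5 in an intron on chromosome 10 from 81025652 to 81027012. HES1 (ENSG00000114315) reached 35.7 and 21.7 on chromosome 3 from 193848301 to 193849426, 5111 bp from its start site and outside the gene. HEY2 (ENSG00000135547) reached 25.6 and 20.6 in an intron on chromosome 6 from 126070260 to 126071221, 193 bp from a start site of the gene. This region had CGTGGGAA on the minus strand from 126070565 to 126070572. In the other 5 genes the lower fold enrichment of the best region was 5.42 or more. The motif lay within 50 bp of the summit in 3 of the 10 genes.

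**Figure D4:**
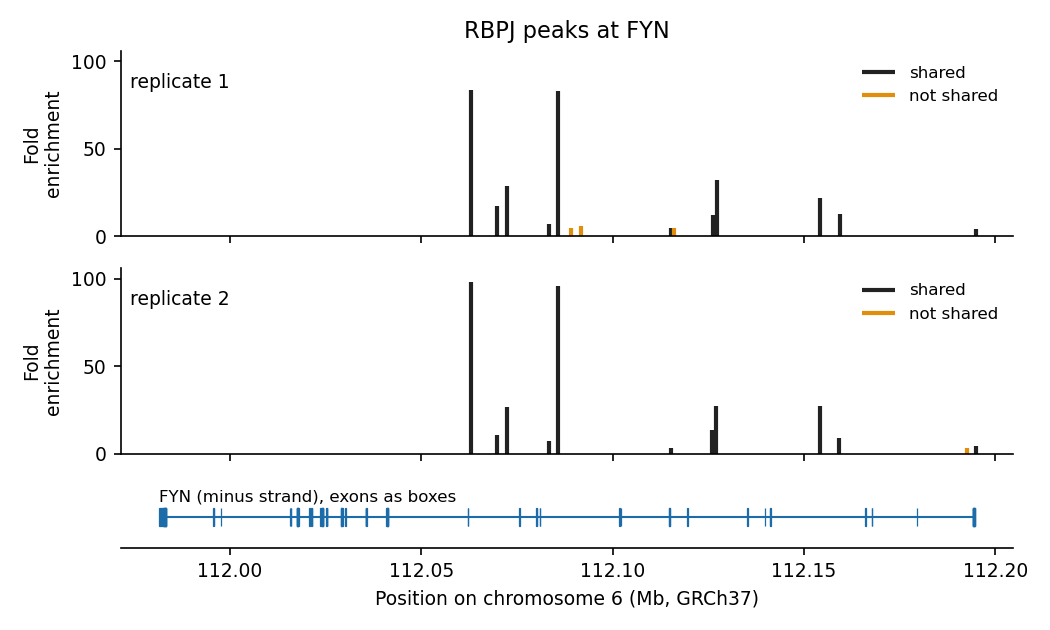
RBPJ peaks at FYN on chromosome 6 (x axis, Mb, GRCh37) with 10 kb on either side, as lines at peak midpoints whose height is the fold enrichment in replicate 1 (top) and replicate 2 (middle), above the exons of the gene (boxes). Shared peaks are black and peaks of a single replicate orange, and the tallest line stands at 83.4 in replicate 1 and 98.2 in replicate 2.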

Values the study reported

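The study reported 12 883 sites bound by RBPJ in HG3 cells. It found 129 genes that were both bound by RBPJ and differentially expressed in cells with heterozygous loss of USP28. From these and further data sets it defined 15 NOTCH1 target genes.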

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

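Of the 80 alternatives that kept both replicates, 65 kept the direction of a result and its size or its side of the threshold, 15 moved it and 0 reversed it. All 40 of these with a test had a p under 0.05, those of the pooled motif comparison counting most shared regions once per list. The shift by 10 to 100 kb for chance overlap, which lowered the ratio to 29.0, was chosen after seeing the data.

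The q-value threshold set the number of peaks. At a −log10 q-value of at least 10, 12489 peaks of replicate 1, 9486 peaks of replicate 2 and 8354 shared regions were left, by construction. The shares that overlapped then rose to 67.5% in replicate 1 and 90.3% in replicate 2. At a threshold of 5, the share in replicate 1 was 65.1%, and the median summit distance was 30 bp. Stricter definitions of overlap lowered the shares by construction. With 50% of both peaks, they were 56.1% and 74.8%, with a median summit distance of 30 bp. With summits at most 100 bp apart, they were 55.0% and 73.4%. Shortening the longer list brought them to 75.6% and 77.7%. Confining gene assignment to 5 kb around start sites left 7 of the study's genes with a shared region (one-sided permutation p = 0.0224, the highest over the alternatives for this list). Leaving out the peaks around the strongest 0.1% changed none of the 6 results to which it was applied beyond its range, and restricting the lists to chromosomes 1 to 22, X and Y or counting each summit changed no peak.

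Results were also computed from the peaks of 1 list. For shared against unshared peaks the other list still defines which peaks are shared. The odds ratio of the motif at summits against flanks was 7.56 without replicate 1 and 9.39 without replicate 2. The odds ratio of shared against unshared peaks ranged from 1.18 in the peaks of replicate 1 to 4.74 in those of replicate 2, and the pooled value of 1.34 lies nearer to that of replicate 1, which supplied 7265 of the 9184 unshared peaks. The cause of the difference between the replicates was not tested in this comparison. The promoter share ranged from 19.4% to 23.2%, the enrichment ratio of shared over unshared peaks, split in the same way, from 1.64 to 1.81, the study's genes with a region from 13 to 14 and the canonical genes from 10 to 11.

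No paired analysis was possible because the groups that share replicate numbers, RBPJ and H3K27ac, were not compared, the H3K27ac libraries being not analysed here. With 2 replicates of 1 group, no result compares conditions, and p-values describe overlaps and sequences within these libraries. Depth limits the weak peaks most, since the weakest rested on 11 reads in replicate 1 and 10 reads in replicate 2.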

Other observations

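The test of the motif in peaks of replicate 1 only, the weighting of the motif share to fold enrichment and the test of a pileup ceiling were chosen after these results were seen, and the weighting to both strength and GC content after the single weightings were seen. The reverse redraw, the comparison of pileups by strength and the search of all sequences of 8 bases were also added after the data were seen. Since the design holds 1 group of RBPJ libraries, no biological explanation was tested for any pattern below.

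The list of replicate 1 was 1.33 times as long as that of replicate 2, and replicate 1 was 1.24 times as deep. To examine whether depth accounts for the missing counterparts, the summit pileups of replicate 1 were redrawn 1000 times at the depth of replicate 2 and set against its lowest −log10 p-value of 4.56. On average 19193 peaks would pass, which is 1.47 times the number that overlapped replicate 2. The redraw starts from peaks that were already called and covers the summit alone, so it overstates how many would be found again. In the reverse direction, 97.8% of replicate 2 peaks would pass at the greater depth of replicate 1, whereas 87.4% overlapped, a shortfall that depth cannot cause. The ratio of peaks passing to peaks overlapping was 1.12 in that direction. Of 5034 replicate 2 peaks with a fold enrichment of 10 or more, 4 had no counterpart. The replicate 2 shortfall therefore lay almost wholly among weaker peaks. A redraw of replicate 1 lost a mean of 1151 peaks, while 7265 had no counterpart. Strong peaks argue against depth as the whole cause. Of all 6529 replicate 1 peaks with a fold enrichment of 10 or more, a mean of 0.012 peaks per redraw would be lost, whereas 264 had no counterpart. How much of the replicate 1 shortfall among weaker peaks is due to depth stays open, because the redraw starts from called peaks. A shifted call nearby was found for few of the strong peaks without a counterpart, since 6.06% had a replicate 2 peak within 1 kb (95% CI 3.50 to 9.66). A difference in immunoprecipitation efficiency between the replicates stays open. In shared regions ranked by mean strength, the median ratio of summit pileups was 1.23 in the weakest decile and 1.20 in the strongest. From the second to the ninth decile it lay between 1.28 and 1.44, above the depth ratio of 1.24. The lower quartile was 1.19 in the eighth decile, where it was highest, and so lay below the depth ratio in every decile. These values do not settle whether efficiency differed.

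Peaks of replicate 1 without a counterpart carried the motif nearly as often as shared peaks, in 6.28% against 7.35% of cases. The shares were not compared at like strength. The peaks without a counterpart were weaker, with a median fold enrichment of 5.31 against 9.60, and the motif share falls with strength in shared regions. The odds ratio at summits against flanks in the peaks without a counterpart was 8.18 (95% CI 6.67 to 10.0). This argues against chance calls in background as their main source. A candidate explanation is that many of these are RBPJ sites that replicate 2 missed, which only another replicate could settle.

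Peaks of replicate 2 without a counterpart differed from all other sets. They were in promoters in 48.1% of cases, their median GC content within 100 bp of the summit was 55.2% compared to 47.3% in shared peaks of the same list, and 1.46% had the motif (95% CI 0.972 to 2.10). This was still above their flanks, with an odds ratio of 3.14 (95% CI 1.73 to 5.70; Fisher's exact test, two-sided, p = 0.000205). Promoter content does not account for the low motif share, since outside promoters 1.81% of 996 such peaks (95% CI 1.07 to 2.84) but 6.63% of 10731 shared peaks (95% CI 6.16 to 7.11) had the motif. Nor does weak enrichment account for all of it, since shared peaks weighted to the same fold enrichments had the motif in 4.08% of cases (SE 0.275). For the promoter share, the same weighting to fold enrichment gave 30.1% (SE 0.680), weighting to GC content gave 37.4% (SE 0.421), and weighting to 20 classes of both gave 40.1% (SE 0.574). All these lie below 48.1% (95% CI 45.8 to 50.4), although together strength and GC content may account for much of the excess over the 19.6% of shared peaks. Signal of open promoter chromatin that does not depend on RBPJ stays open and was not tested.

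The highest summit pileups were 395 reads in replicate 1 and 390 reads in replicate 2, although the depths differed. In the strongest 1% of shared regions, the median ratio of pileups was 1.05, below the depth ratio of 1.24. A candidate explanation is saturation after duplicate removal. With 1 read kept per position and strand and a fragment length of 200 bp, a pileup cannot exceed 400 reads, and 0 peaks in either list did. If so, the fold enrichments of the strongest regions are lower bounds, and their order carries little information.

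The exact form YGTGGGAA was not the sole sequence concentrated at the summits, and close relatives of it were among the others. Among all sequences of 8 bases that occurred at 100 or more summits of shared regions, CGTGGGAA had the highest ratio to flanks, 20.9 with 1 added to the flank count, and occurred at 3.08% of summits. The other form of the motif, TGTGGGAA, occurred at 4.29% of summits with a ratio of 6.26. Next in rank after CGTGGGAA were CGTGTGAA at 14.1 and CGTGAGAA at 13.1. CATGAGAA, at a ratio of 7.59, which is higher than that of TGTGGGAA, occurred at 4.03% of summits, more often than CGTGGGAA. No test was run on these ratios.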
